A study of Drosophila melanogaster with 6 samples.

How the data were processed

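Targeted DamID followed by sequencing was applied to T4/T5 neurons of the Drosophila melanogaster visual system. In this assay the bacterial Dam methylase, alone or fused to a protein of interest, is expressed at a low level in chosen cells, and adenines in GATC motifs near the places it visits become methylated. Methylated fragments are then isolated and sequenced. Here 3 Dam-only samples and 3 Dam-Drgx samples were made, with both transgenes driven by the R23G12-Gal4 line. Drgx is a Paired-like homeodomain transcription factor. Per the labels' protocols, animals developed at 18 °C and larvae of the third instar were moved to 29 °C for 24 h, brains were dissected, and genomic DNA was processed by a published DamID protocol.

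The authors deposited one interval list for the whole series. It has no header and holds 2396 intervals, each with a chromosome, a start, an end, a score and a false discovery rate. The deposited score is one positive number per interval with 2 decimals; neither the labels nor the file states its scale, so it was used only to describe and rank intervals within the list. The false discovery rate deposited with each interval was at most 0.00883, and it took 140 distinct values. The peak caller, the aligner, the genome build, the filters and the handling of replicates are not stated in the labels or the file. The list names no sample, so the spread between the 3 replicates of each group, the read depth of each library and the raw difference between Dam-Drgx and Dam-only signal were not analysed here. Statements about error below therefore concern the intervals and genes as counted units, not biological replicates, and counting intervals cover counting error only.

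Interval starts were converted from the zero-based BED convention by adding 1. Genes came from a RefSeq table of the Release 6 assembly with gene starts and ends. The table has no strand and no exons, and no genome sequence was used. The planned tests of GATC sites, of homeodomain motifs, of transcription start sites and of exon, intron and UTR classes could therefore not be made. Promoters and distances to start sites were replaced by both ends of each gene. To find out whether the list uses the coordinates of the gene table, the intervals of each arm were shifted along it in steps of 1 kb over 5 Mb in both directions, giving 10001 offsets, and the share of midpoints in protein-coding genes up to 3 kb long was recounted.

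The arms 2L, 2R, 3L, 3R, 4 and X carried 2394 intervals, which entered the tests. The 2 intervals on Y were described only. The last annotated gene end stood for the length of each arm. Arm counts were compared with their expectation by a chi-square statistic with 10000 multinomial draws, and single arms by exact binomial tests. Midpoints were put into 4 classes in this order of priority: within 500 bp of a protein-coding gene end, inside a protein-coding gene body, inside another gene only, and intergenic. The classes and the median distance to the nearest gene end were compared with 1000 random placements of the same widths on the same arm, with overlaps between placed intervals allowed. A gene was given an interval when its body with 1 kb on both sides overlapped it by at least 1 bp. Gene lists were compared with 10000 random lists of protein-coding genes drawn from the same deciles of gene length. Relations between the score and other properties were Spearman correlations across intervals with 100000 permutations. The correlations without an arm and those among high scores used 10000 permutations. All p-values are two-sided, and those within a family were adjusted by the Benjamini-Hochberg method, with 0.05 as the threshold. The smallest p-value that the placements can give is 0.002 and that of the gene lists is 0.0002. That of the correlations is 1e-05 with 100000 permutations and 0.0001 with 10000. Shares of gene lists carry Wilson 95% intervals.

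The gene lists and the rule for naming genes were fixed before the data were examined. The lists were 26 developmental genes of the T4/T5 lineage, the dpr, DIP, beat and side families of cell-surface proteins, ribosomal protein genes and Toll genes. They came from general knowledge and from gene symbols, and 3 genes (beat-IV, beat-VI and side-II) stand in the T4/T5 list and in a family list. The genes named are those at the 10 intervals with the highest score, the 5 genes with most intervals, the T4/T5 list genes with an interval, and Drgx. Alternatives covered the 1197 highest-scoring intervals, joined intervals, other placements, other rules for assigning intervals to genes, other matching of the gene lists, and leaving out each arm. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The class, list and correlation procedures were tested on 40 simulated lists. Without an effect, 4.38% of class tests and 5% of list tests had a p-value under 0.05. An added interval in 30 genes of lists of 200 genes was recovered in 100% of the simulated lists, as was a move of 120 midpoints to intergenic sequence. The simulated intervals were placed by the same rule as the placements they were compared with. The error rate of the class tests therefore does not cover intervals that cluster. The gene lists tested below have 7 to 88 genes, so recovery in lists of 200 does not show power for them. For the correlations only the size of rho was checked.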

Results

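The binding of Drgx in developing T4/T5 neurons, the direction-selective neurons of the fly optic lobe, was profiled by Targeted DamID in wandering larvae of the third instar. The design set 3 samples expressing Dam-Drgx against 3 samples expressing Dam alone, which marks accessible chromatin. One list of genomic intervals was available for the whole series, with the authors' score and false discovery rate per interval. The list names no sample and was assumed to be the result of that comparison. No library depth or replicate value accompanied the list, so no error between replicates could be attached to any interval.

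The list held 2396 intervals that covered 4.37 Mb. The median width was 1617 bp (95% interval of the median 1571 to 1668 bp), with quartiles of 1014 and 2419 bp and a range from 190 to 12492 bp. The score ranged from 1.24 to 6.47 with a median of 2.83 and quartiles of 2.31 and 3.62. The false discovery rate had a median of 0.000267 and ranged from 1.38e-45 to 0.00883. Joining intervals within 1 kb of one another left 2275 intervals. The 1198 highest-scoring intervals were narrower, with a median width of 1248 bp.

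Because the genome build of the list was not named, its coordinates were first compared with the Release 6 gene table. On 2L, 2R, 3L, 3R and X, the unshifted position gave the lowest share of midpoints in protein-coding genes up to 3 kb long among all 10001 offsets. This share was 2.56% on 2L, 1.89% on 2R, 1.90% on 3L, 1.90% on 3R and 0.273% on X. The median over the offsets lay between 7.92% on X and 11.1% on 2R. The 21 intervals of chromosome 4 were too few for this comparison, and 9922 of the offsets there gave a share as low as the unshifted position. All coordinates below are those of the list, and genes are those of the Release 6 table.

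**Figure D1:**
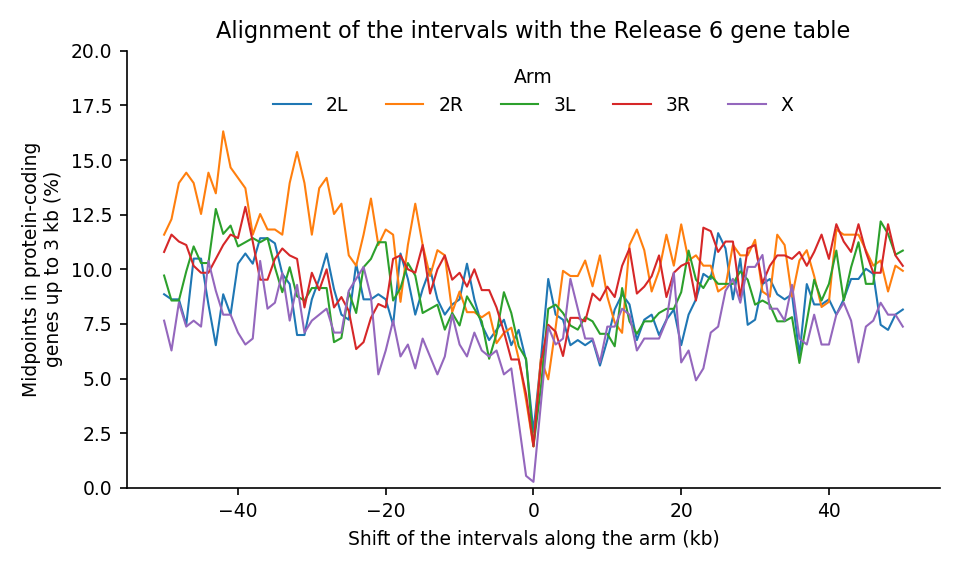
Share of interval midpoints (%, vertical axis) inside protein-coding genes up to 3 kb long when the intervals of each of 5 chromosome arms (lines) are shifted along the arm (kb, horizontal axis). All 5 lines have a sharp minimum at no shift, between 0.273% on X and 2.56% on 2L.

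The distribution over chromosome arms was compared with arm length. The counts were 429 intervals on 2L, 423 on 2R, 525 on 3L, 630 on 3R, 21 on 4 and 366 on X. They departed from proportionality to length (chi-square 16.05, permutation p = 0.0084 from 10000 multinomial draws). These draws and the exact binomial tests treat intervals as independent, but the intervals clustered. Of them, 50.4% had a neighbour within 10 kb, against 34.6% in random placements. The p-values for arms may therefore be too small, and no arm test that keeps the clustering was run. After joining intervals within 1 kb, the chi-square was 13.02 (permutation p = 0.0249). The adjusted p for arm X was then 0.0354 (exact binomial test). Arm 3R carried 1.10 times its expectation (exact binomial test, adjusted p = 0.0273) and X carried 0.867 times its expectation (adjusted p = 0.0146). The other 4 arms lay between 0.921 and 1.05 times their expectation, with adjusted p-values of at least 0.247. With other yardsticks some of them departed from their expectation. Arm 2R was low relative to gene number (0.856, exact binomial test, adjusted p = 0.00181) and to the span of the intervals (0.907, adjusted p = 0.0396). Arm 3L was high with both (1.11, exact binomial test, adjusted p = 0.0129, and 1.10, adjusted p = 0.028), and 2L was low relative to gene number (0.903, adjusted p = 0.0276). The deficit on X depended on the yardstick: relative to the number of annotated genes, X carried 0.999 times its expectation (exact binomial test, adjusted p = 1), and relative to span 0.840 times (adjusted p = 0.000825). Among the 1197 highest-scoring intervals on the 6 arms, X carried 0.801 times its expectation by length (exact binomial test, adjusted p = 0.0075). Arm 3R was also high relative to gene number (1.10, exact binomial test, adjusted p = 0.0129) and span (1.14, adjusted p = 0.000825). The excess on 3R was absent from the 1197 highest-scoring intervals, where the ratio was 0.985 (exact binomial test, adjusted p = 0.881). It also lost significance after joining intervals within 1 kb (1.08, exact binomial test, adjusted p = 0.0814). Without X the arm counts no longer departed from length (chi-square 6.86, p = 0.138), and without 3R the p-value was 0.0542. On Y, 2 intervals were listed, at positions 1428104 to 1430485 with a score of 2.37 and at 1454431 to 1454924 with a score of 2.79.

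The position of the intervals relative to genes was compared with random placements on the same arm. Of the 2394 midpoints, 802 (33.5%) were intergenic, against 26.3% ± 0.907 (SD over 1000 placements) in the random placements, a ratio of 1.27 (permutation test, adjusted permutation p = 0.004). Within 500 bp of a protein-coding gene end lay 240 midpoints (10.03%), against 15.1% ± 0.722 in the placements, a ratio of 0.663 (adjusted permutation p = 0.004). For both classes the unadjusted permutation p was 0.002, the smallest that the placements can give. Inside protein-coding gene bodies lay 1280 midpoints (53.5%), against 56.5% ± 1.02, a ratio of 0.946 (adjusted permutation p = 0.00999). This small deficit vanished when the gene-end window was widened to 1000 bp, where the ratio was 1.01 (adjusted permutation p = 0.643). It was also not significant without arm 3L (0.973, adjusted permutation p = 0.188). A further 72 midpoints (3.01%) lay in other genes only, such as non-coding RNA genes, against 2.02% ± 0.281, a ratio of 1.49 (adjusted permutation p = 0.00799). Without arm 3L this ratio was 1.30 and its adjusted p was 0.109. The intergenic excess and the gene-end deficit held in all 12 alternatives, with ratios from 1.21 to 1.36 and from 0.614 to 0.708. None of these accounted for the density of GATC sites or for Dam-only signal at gene ends. The deficit therefore cannot be read as avoidance of gene ends by Drgx.

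**Figure D2:**
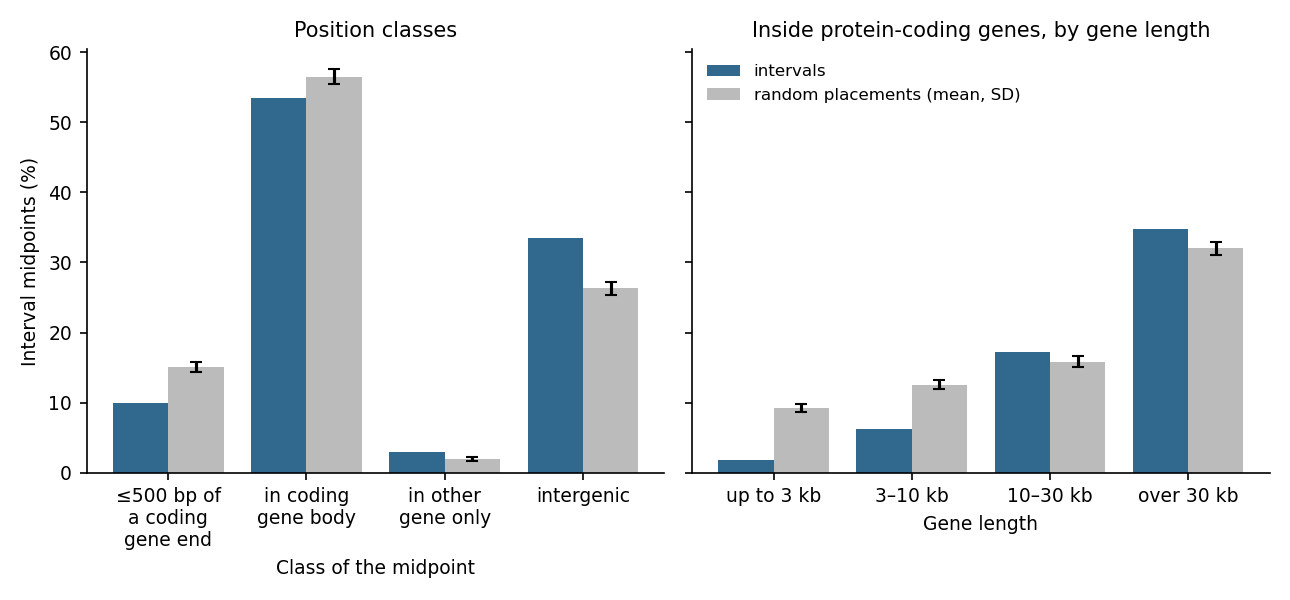
Interval midpoints (%, vertical axes) by position class (left) and, for midpoints inside protein-coding genes, by the length of the gene (right); blue bars are the 2394 intervals and grey bars the mean of 1000 random placements with their SD. Intergenic midpoints reach 33.5% against 26.3% in the placements, and midpoints in genes up to 3 kb reach 1.84% against 9.27%.

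The median distance from a midpoint to the nearest gene end was 3311 bp, against 2976 bp in the random placements, a ratio of 1.11 (permutation p = 0.02). This difference did not hold when all intervals of an arm were shifted together, which keeps their spacing (ratio 1.11, permutation p = 0.122). It was likewise not significant without arm 2L (1.05, permutation p = 0.358) or among the 1197 highest-scoring intervals (1.07, permutation p = 0.29). It was larger with placement within the span of the intervals (1.28, permutation p = 0.002) and with protein-coding genes only (1.22, permutation p = 0.002). Of 11 alternatives, 8 kept the result.

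Intervals were then assigned to genes by overlap with the gene body and 1 kb on both sides. In this way 1863 intervals (77.8%) met at least 1 gene, and 1910 of 17684 annotated genes met an interval. Among 13922 protein-coding genes, 1512 (10.9%) had an interval. Random placements met more genes, 2428 ± 48.2 (SD over 1000 placements; permutation p = 0.002, the smallest they can give). Most genes with an interval had only 1 (1496 genes), 250 had 2, and 164 had 3 or more. The alternative that moved this number most was to keep the 1197 highest-scoring intervals, with 1018 genes. The most intervals lay at jing (CG9397, arm 2R), with 14 intervals where random placements gave a mean of 2.08 and at most 7. Next came mbl (CG33197, 2R) with 10 intervals against a mean of 2.70. The lncRNA gene lncRNA:CR44357 (X) had 8 against a mean of 3.81. CG43867 (X) and olf413 (CG12673, 3L) had 7 each, against means of 1.89 and 2.08. Apart from jing and mbl, none of these 5 genes exceeded the highest number seen at the same gene in the placements.

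The interval with the highest score, 6.47, lay on 2L at 9578022 to 9578928 inside CG31709, with a false discovery rate of 2.91e-06. The second, with a score of 6.18, lay on 3L at 414738 to 415665, and its midpoint was 17945 bp from the nearest annotated gene end, that of CG13891. The third, with a score of 5.82, lay on X at 527020 to 527628 inside arg. The scores of the other 7 of the 10 highest intervals ranged from 5.46 to 5.81. Of these, 4 lay inside Alh, dimm, scro and olf413. The remaining 3 were intergenic, with HGTX (6904 bp away), SoxN (7107 bp away) and CG45413 (7266 bp away) as the nearest genes. These assignments rest on proximity, and whether an interval lies in an exon, an intron or a UTR was not analysed here.

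At the Drgx gene itself (CG34340, arm 2L), 3 intervals were listed, all inside the gene body. They spanned 3663762 to 3664870 with a score of 3.62, 3679101 to 3679437 with a score of 3.85, and 3684331 to 3686894 with a score of 4.27. The highest of them ranked at position 212 of the 2394 intervals. The Dam-Drgx transgene also carries Drgx coding sequence, and reads from it could not be separated from reads of the locus with the list alone.

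The question whether regulators and surface molecules of these neurons lie near the intervals was addressed with 7 gene lists. Of 26 developmental genes of the T4/T5 lineage, 18 (69.2%, Wilson 95% interval 50.01% to 83.5%) had an interval, against 36.7% in length-matched random lists. The ratio was 1.88 (permutation test, p = 0.0006, adjusted permutation p = 0.0042 over the 7 lists). The 18 genes were Drgx, bi, grn, acj6, Lim1, ato, Sox102F, TfAP-2, fkh, ey, tll, ase, dpn, N, tkv, beat-IV, beat-VI and side-II. The other 8 genes of the list had none within 1 kb. Drgx was counted although its intervals may come from the transgene. Without arm 2L, which carries Drgx, the excess held (ratio 2.23, adjusted permutation p = 0.0014). That arm also carries list genes without an interval, and Drgx alone was not left out. The excess rested in part on intervals in the flanks: with gene bodies alone the ratio was 1.54 and the adjusted p was 0.11. It also lost significance without arm 3R (ratio 1.69, adjusted permutation p = 0.098) and without X (1.81, adjusted permutation p = 0.0504). The gene bi, which encodes the T-box factor Omb, had 4 intervals on X with scores from 2.10 to 3.83, the highest at 4454564 to 4456272. At ato, 3 intervals with scores from 2.02 to 3.22 lay outside the gene body on 3R.

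The dpr genes encode immunoglobulin-domain surface proteins whose partners include the DIP proteins. Of 21 dpr genes, 14 (66.7%, 45.4% to 82.8%) had an interval, against 35.1% in length-matched lists (ratio 1.90, adjusted permutation p = 0.0084). This excess was not significant among the 1197 highest-scoring intervals (1.78, adjusted permutation p = 0.257), without arm 2R (1.81, adjusted permutation p = 0.098) or without X (1.79, adjusted permutation p = 0.0525). It was also not significant when each interval was given to the nearest gene end within 5 kb (2.17, adjusted permutation p = 0.199). Of 11 DIP genes, 3 (27.3%, 9.75% to 56.6%) had an interval, against 44.0% in length-matched lists (adjusted permutation p = 0.48). The beat genes had an interval in 9 of 14 cases against 45.4% (adjusted permutation p = 0.335), and the side genes in 6 of 8 against 38.6% (adjusted permutation p = 0.147). Among the alternatives, both families passed the threshold only without matching on gene length. Ribosomal protein genes had an interval in 8 of 88 cases (9.09%, 4.68% to 16.9%) against 5.21% (adjusted permutation p = 0.311), and Toll genes in 1 of 7 against 16.4% (adjusted permutation p = 1).

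**Figure D3:**
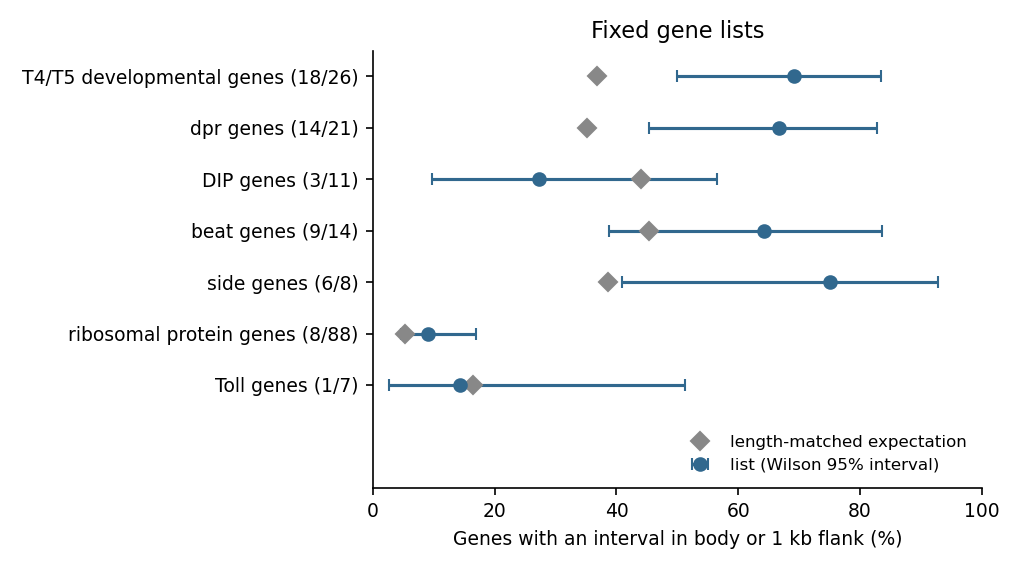
Share of genes with an interval in the body or 1 kb flank (%, horizontal axis) for 7 gene lists; points with bars are the lists with Wilson 95% intervals, and grey diamonds are the mean of 10000 length-matched random lists. The T4/T5 list (69.2%) and the dpr genes (66.7%) lie above their expectations of 36.7% and 35.1%.

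The score was related to other properties across the 2394 intervals, which are not independent replicates. It fell with width (Spearman's rho -0.44, permutation p = 1e-05, adjusted permutation p = 2e-05), where p is the smallest that the permutations can give. The median score was 3.55 in the 598 narrowest intervals and 2.42 in the 599 widest. It also fell with the false discovery rate (rho -0.46, adjusted permutation p = 2e-05). How that rate was computed is not stated, so its relation with the score may be built in. No relation was found with the distance to the nearest gene end (rho -0.01, adjusted permutation p = 0.585) or with an intergenic midpoint (rho 0.02, adjusted permutation p = 0.375). Among the 605 intervals with the highest scores 34.7% (31.0% to 38.6%) were intergenic, and among the 596 with the lowest scores 31.2% (27.6% to 35.04%; Fisher's exact test, p = 0.198).

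**Figure D4:**
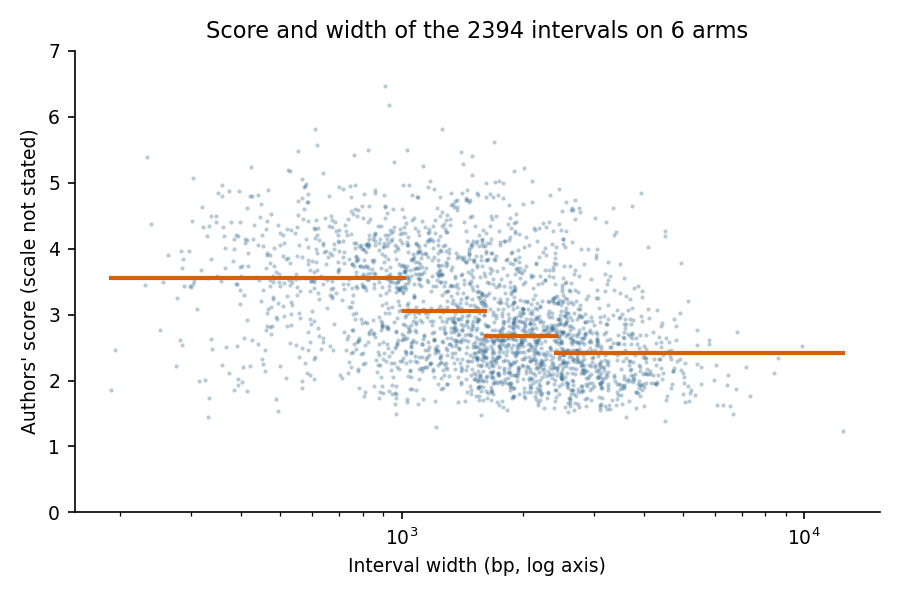
Authors' score (vertical axis, scale not stated) against interval width (bp, log horizontal axis) for the 2394 intervals on 6 arms; orange lines give the median score in each of 4 width classes of similar size. The median falls from 3.55 in the narrowest class to 2.42 in the widest.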

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

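Keeping the 1198 highest-scoring intervals, a stricter threshold, left 1.71 Mb covered and a median width of 1248 bp; the 1197 highest-scoring on the 6 arms met 1018 genes. Joining intervals within 1 kb gave a median width of 1687 bp, and joining neighbours within 5 kb that carry the same false discovery rate gave 1713 bp; both lie outside the 95% interval of the median. The second kind of joining, both gene ends in place of start sites, placement within the span of the intervals, the span and gene number as yardsticks for arms, the nearest gene end, matching to the 100 nearest genes in length and matching on neighbour distance were chosen after seeing the data.

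With intervals treated as independent, the arm chi-square stayed past its threshold except without arm 3R (9.35) and without arm X (6.86). The cause of this was not tested. For single arms, the ratio changed direction on 2L (0.903 by gene number and 0.965 by span), on 4 (1.36 by gene number and 1.19 by span), and among the 1197 highest-scoring intervals on 2R (1.01) and 3R (0.985). By length, gene number or span, arm 4 never passed the threshold (exact binomial tests, adjusted p = 0.833, 0.190 and 0.430). Arm 2L passed it only by gene number (exact binomial test, adjusted p = 0.0276). The changes of direction on 2L and 4 therefore do not show that the yardstick decides the direction. Arms 2R (0.856 and 0.907) and 3L (1.11 and 1.10) passed the threshold by gene number and by span. The ratio for X lost it by gene number (0.999) but not by span (0.840) or among the highest-scoring intervals (0.801). The ratio for 3R kept it by gene number (1.10) and by span (1.14), and lost it after joining intervals within 1 kb (1.08).

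Intergenic excess and gene-end deficit kept their direction and their side of the threshold in all 12 alternatives. The ratio for protein-coding gene bodies rose above 1 with gene ends of 1000 bp (1.01), and was no longer significant among the highest-scoring intervals (0.958) or without arm 3L (0.973). Other genes lost significance without arm 3L (1.30). The median distance to a gene end lost significance with intervals shifted together (1.11), among the highest-scoring intervals (1.07) and without arm 2L (1.05). It kept the result in the other 8 of 11 alternatives, with the largest ratios for placement within the span (1.28) and protein-coding genes only (1.22). The cause of these changes was not tested.

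The excess of the T4/T5 list ranged from 1.54 to 6.35 over 13 alternatives, above 1 in each, and was not significant with gene bodies alone (1.54), without 3R (1.69) and without X (1.81). That of the dpr genes ranged from 1.61 to 6.15 and was not significant with the nearest gene end within 5 kb (2.17), among the highest-scoring intervals (1.78), without 2R (1.81) and without X (1.79). Without matching on length, beat genes (6.02) and side genes (6.84) passed the threshold and the DIP ratio changed direction (2.55), since these families have long genes. Lists that were never significant with matching also changed direction. The beat ratio did so with the nearest gene end (0.386). The ribosomal ratio did so with bodies alone (0.486), with the nearest gene end (0.264) and without matching (0.837). The Toll ratio, which rests on 1 gene with an interval, did so with bodies alone (1.02), the nearest gene end (1.45), no matching (1.33), the highest-scoring intervals (1.51), without 2R (1.04) and without 3L (1.33).

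The relations of score with width and with false discovery rate held in all 7 alternatives (rho from -0.44 to -0.36 and from -0.48 to -0.45). The correlations near 0 changed sign for gene-end distance without the 10% widest and 10% narrowest intervals (0.038) and for intergenic midpoints without 3L (-0.0045).

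No paired analysis was possible because the list carries no columns of single samples, and for the same reason leaving out replicates was not possible. The alternatives that need GATC sites, motif matches, coding sequence or transcription start sites were not run. The unknown read depth limits all scores: how far a score would move between replicates cannot be stated.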

Other observations

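The tests of shared false discovery rates, of the joined neighbours that share one, of the dpr against the DIP genes, of the ribosomal protein genes, of the intervals at Drgx, of score and width among high scores, of lists compared within length deciles and of the transcription factor subset were chosen only after the result was seen. The shares by gene length were also computed after the alignment of coordinates had shown few intervals in short genes.

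Neighbouring intervals often carried an identical false discovery rate to all printed digits. Of 230 neighbour pairs up to 2 kb apart, 109 (47.4%) shared one, where permuting the rates over the list gave 2.39% and never more than 19 pairs (permutation p = 0.002, the smallest it can give). The small number of distinct rates, 140, is therefore not enough to produce it. Between 5 and 10 kb, 6 of 279 pairs shared a rate (2.15%, against 2.37%). The sharing was not fully at the chance level at longer distances: over 10 to 100 kb, 48 of 1277 pairs shared one (3.76%, against 2.37%; permutation p = 0.004), which pieces of one region would not readily give. At E2f1 on 3R, a gene picked after its values were seen, 4 separate intervals carried the rate 9.31e-35, and no other interval of the list did. For the pairs up to a few kb apart, a candidate explanation is that larger called regions were split into pieces before deposition, for example by intersecting several lists, with each piece keeping the rate of its parent. The list alone does not show which step did this. Intervals closer than a few kb are then not independent units.

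Intervals also lay closer together than random placement gives. Of the 2394 intervals, 50.4% had a neighbour within 10 kb, against 34.6% ± 1.22 (SD over 1000 placements). The share was 45.8% of 2273 intervals after joining within 1 kb, and 42.7% of 2201 intervals after also joining those within 5 kb that share a false discovery rate. Joining removes the closest pairs by construction, so this fall says nothing about splitting. The last value still exceeded the highest of 1000 placements of the joined intervals, 36.8%, which argues against split regions as the whole source of the spacing. Clustered binding and regional differences in accessibility stay open and were not tested.

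Short genes were nearly free of intervals. Protein-coding genes up to 3 kb contained 44 midpoints (1.84%), against 9.27% ± 0.593 in random placements, a ratio of 0.198 (adjusted permutation p = 0.004). Genes of over 3 to 10 kb had a ratio of 0.495 (adjusted permutation p = 0.004), those of over 10 to 30 kb 1.09 (adjusted p = 0.0719), and those over 30 kb 1.08 (adjusted p = 0.00799). The last excess missed the threshold when the intervals of an arm were shifted together (permutation p = 0.0539). Among the 598 narrowest intervals it became a deficit, with a ratio of 0.852 (permutation p = 0.012, and 0.048 with intervals shifted together), so a preference for genes over 30 kb depends on interval width and placement. Wide intervals that are longer than short genes are not the whole cause, since the 598 narrowest intervals, at most 1013 bp wide, still had a ratio of 0.382 (permutation p = 0.002). Another technical explanation assumes that the signal was divided by Dam-only signal, which is not stated. Such a division could lower the ratio at genes that are open in every cell. Ribosomal protein genes, a proxy for such genes, had 1.74 times the share of length-matched genes, with a 95% interval from 0.898 to 3.25. A deficit relative to other short genes was thus not seen, but the 8 genes with an interval are too few to decide, and with gene bodies alone the ratio was 0.486. The Dam-only explanation therefore cannot be told apart from a biological avoidance of short genes by Drgx.

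The excess of intervals at the T4/T5 list was examined against 2 simpler explanations. Developmental genes often stand in gene-poor surroundings, where the intervals are frequent. After matching on length and on distance to the protein-coding neighbours, the expectation rose from 36.7% to 39.3% and the excess stayed (permutation p = 0.00080), which argues against this. The dpr genes gave the same outcome (36.6% expected, permutation p = 0.0048). Matching each gene to the 100 nearest in length raised the expectations further, to 40.7% for the T4/T5 list and 41.5% for the dpr genes. Both excesses were weaker there (adjusted permutation p = 0.0126 and 0.0469), and that of the dpr genes was close to the threshold. The second explanation is that any developmental transcription factor gene carries intervals. A list of 30 embryonic patterning genes, written before its values were seen and sharing no gene with the T4/T5 list, had an interval in 6 cases (20%, Wilson 95% interval 9.51% to 37.3%), against 21.0% in length-matched lists (permutation p = 1). The T4/T5 list exceeded it (69.2%, two-sided Fisher's exact test p = 0.000348), but this test ignores gene length, and the genes of the T4/T5 list are expected to have intervals more often. With list labels permuted only within deciles of gene length, 18 T4/T5 genes had an interval where 13.1 were expected (stratified exact test p = 0.00364). Restricting the T4/T5 list to its 19 transcription factor genes gave 13 with an interval (68.4% against 32.7% expected, permutation p = 0.0002; against the patterning list, Fisher's exact test p = 0.00104, and within length deciles stratified exact test p = 0.00665). This argues against the second explanation, though length differences within a decile were not held and Drgx, whose intervals may come from the transgene, was counted. The values are consistent with intervals marking genes used in this lineage, as a hypothesis. Chromatin that is open in T4/T5 neurons but incompletely removed by the Dam-only control, and repressed chromatin at the patterning genes, would give the same picture and were not tested. The excess was also weaker with gene bodies alone, as given above.

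The dpr and DIP families, which bind one another, appeared to differ in the share of genes with an interval (14 of 21 against 3 of 11). Fisher's exact test, which ignores gene length, gave p = 0.0617, and the stratified exact test within length deciles gave p = 0.0225. The pair was picked after the shares of all 7 lists had been seen and the tests fall on both sides of the threshold, so that a difference between the families cannot be told apart from chance.

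Why wide intervals had lower scores was examined. The 5th percentile of the score was 0.33 higher in the 598 narrowest than in the 599 widest intervals (bootstrap 95% interval 0.191 to 0.467), and the 95th percentile was 0.841 higher (0.618 to 1.26). A higher listing threshold for narrow intervals raises every percentile, so these differences do not decide. With one score distribution for all widths, score and width would be unrelated above the highest threshold of any width. Among the 605 intervals with a score of at least 3.62, the rho of score and width was -0.0769 (permutation p = 0.0588). Among the 1203 with a score of at least 2.83 it was -0.297 (permutation p = 0.0001, the smallest it can give). Narrow intervals were listed below this score. The 5th percentile of the 598 narrowest was 2.02, and an interval of 194 bp at lncRNA:CR44357 had a score of 2.47. The rho of -0.297 therefore argues against a threshold set by listed width alone as the whole cause. The weaker rho of -0.0769 does not decide. If intervals are pieces of larger called regions, the width that set their threshold is not known. The shares of the listing threshold and of averaging over more fragments in wide intervals thus cannot be told apart.

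The 3 intervals at Drgx could come from methylated coding sequence of the transgene. With the best of them at rank 212 by score, they were not at the top of the list, but without exons the positions cannot be compared with coding sequence, and the 2 sources cannot be told apart.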
